A study of Mus musculus with 8 samples. Its data were reported in "ER, Mitochondria, and ISR Regulation by mt‐HSP70 and ATF5 upon Procollagen Misfolding in Osteoblasts" (2022).

How the data were processed

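Cells of parietal bone from newborn (P5) mouse pups were profiled by droplet-based single-cell RNA sequencing with unique molecular identifiers (UMIs). There were 8 libraries, 4 from wild type (WT) pups and 4 from pups heterozygous (Het) for a glycine substitution in the triple helix of the pro-α2(I) chain of type I procollagen (gene Col1a2), a model of osteogenesis imperfecta. Each library held cells pooled from several animals of 1 genotype, so the library was the replicate. Libraries S1 and S2 (WT) and S3 and S4 (Het) were made with kit version 3, and libraries S5 and S6 (WT) and S7 and S8 (Het) with kit version 3.1. A later release of the counting software was used with kit version 3.1, so kit and software changed together.

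The deposited matrices held raw UMI counts per gene and cell, which the authors made with Cell Ranger (alignment, UMI counting and calling of cells) and did not normalize. All libraries listed the same 31053 genes. The genome build was not stated. Of the gene identifiers, 30934 (99.6%) were in GENCODE release M21 of mouse build GRCm38, and 30468 had the same symbol there, so coordinates are given in GRCm38 from that release. Cell types were not taken from an annotation.

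Cells with at least 500 detected genes and under 10% mitochondrial UMIs were kept, the limits the study used. The study selected osteoblasts (OBs) by UMI thresholds on Col1a1, Runx2, Sp7 and Ibsp that its text does not give. Here an OB had at least 10 UMIs of Col1a1 and at least 2 UMIs in each of at least 2 of the 3 other genes, so a difference from the study's cell numbers can come from the rebuilt rule. Following the study, OBs with Col1a1 under 0.75% of the cell's UMIs were called early (eOBs), those from 0.75% to 3.5% differentiating (dOBs), and those over 3.5% mature (mOBs). Haematopoietic-like cells had at least 3 detected haematopoietic markers (of Ptprc, Laptm5, Tyrobp, Cd68, Lyz2, Cd52, Coro1a, Cd79a, Cd3e, S100a8 and Cd33), under 3 markers of each other class, and were not OBs. Markers of endothelial cells, smooth muscle cells or pericytes, fibroblasts, chondrocytes and erythroid cells made the other classes. Doublets were kept in the selection. As alternatives, OBs with at least 3 detected markers of another class were left out, or the cells nearest to simulated doublets (20 principal components of 1500 variable genes, 2 simulated doublets per cell), at 0.8% per 1000 cells of the library. This second rule marked from 2.73% (S3) to 9.10% (S5) of the cells.

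UMI counts were summed per library over the cells of a subpopulation, and libraries with under 10 such cells were left out. Genes were tested with edgeR (version 4.0.16, with limma 3.58.1 in R 4.3.3) by filterByExpr, TMM normalization, estimateDisp, glmQLFit and glmQLFTest with kit version and genotype in the model, and p-values were adjusted by Benjamini-Hochberg. A gene was called changed at an adjusted p under 0.05. Standard errors were taken from the fold change and the quasi-likelihood F. Whether a change differed between mOBs and dOBs was tested as a genotype by subpopulation term with the library as a block. Gene sets were written from general knowledge and tested with camera (preset correlation 0.01) and fry, adjusted over 5 sets. Levels of single genes are given as percent of UMIs (UMIs of the gene over all UMIs of the cells, as in the study) or as TMM-scaled CPM. The dependence of a gene on Col1a1 was the log2 ratio, per library, of its percent of UMIs in mOBs to that in eOBs and dOBs together. Shares and dependences were compared by a two-sided exact permutation test over the 70 assignments of 4 and 4 libraries, with a smallest possible p of 0.0286. Differentiation markers were compared between mOBs and eOBs by an exact sign-flip test over the 8 libraries on log2(percent of UMIs + 0.001). Intervals of shares are exact binomial (Clopper-Pearson, 95%) and cover counting error only. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the cells.

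The definitions, the comparisons of WT with Het, the gene lists and all alternatives but 1 were chosen before the data were examined. Several later checks of what could produce the results were chosen after the results were seen, as said where they are given. The genes named are those of a list of 27 genes taken from the study's text, which the study chose in part on these libraries, and the 5 genes with the largest rise and the 5 with the largest fall in mOBs among genes that were called, had a mean of at least 20 CPM, and had both Het libraries on the same side of both WT libraries within each kit version. Selection genes, haemoglobin genes, Xist, Tsix and Y-chromosome genes were left out of this choice.

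The alternatives were looser (1 UMI) and stricter (3 UMIs) OB selection, under 5% mitochondrial UMIs, each cell thinned to 2000 UMIs, both treatments of doublets, other Col1a1 limits (mOBs over 5%, eOBs under 0.5%), Col1a1 or the gene's level over the UMIs other than collagen genes, the mean of the cells in place of summed UMIs, a pseudocount of 0.01, total UMIs or 4 housekeeping genes (Actg1, Actb, Mrfap1 and Sdha) in place of TMM, DESeq2 (version 1.42.0) with its size factors, no low-count filter, no kit version in the model, a block per pair of title numbers, each library left out in turn, camera with an estimated correlation, and the study's kind of test over cells (Wilcoxon test, genes detected in at least 10% of the cells of a group, Bonferroni over 31053 genes, over 20% change of the average). Limiting mOBs to 3.5% to 7% Col1a1 was added after seeing the data.

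The tests were tried on simulated data drawn from the means, depths and dispersions of the mOB sums with 200 changed genes. edgeR recovered 76% of genes changed by a log2 of 1 (9468 genes tested) and 92.5% of genes changed by 2 (9447 genes tested), and called 1 gene of 9475 when none was changed. DESeq2 recovered 65% and 90.5%. Unchanged genes made up 15 of the 167 calls of edgeR at a log2 of 1 and 8 of its 193 calls at 2. For DESeq2 they were 11 of 141 and 8 of 189 calls. The test between mOBs and dOBs recovered 89.5% of genes changed by a log2 of 2 in mOBs only (9312 genes tested), with 4 unchanged genes among 183 calls. The test over cells found 175 of 200 changed genes of 8704 tested and no others, in cells simulated without differences between libraries.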

Results

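Parietal bone cells of newborn pups were compared between WT and Het libraries to find how misfolding of mutant procollagen affects osteoblasts at successive stages of maturation. The 8 libraries held 68625 cell barcodes, from 4975 (Het S3) to 20175 (WT S5) per library. Total depth ran from 30480239 UMIs (Het S3) to 85162035 UMIs (WT S5). After quality control 46420 cells remained, 25697 WT and 20723 Het, with a median depth per cell between 3762.5 UMIs (WT S5) and 14264 UMIs (WT S6). The rule on Col1a1, Runx2, Sp7 and Ibsp selected 2671 OBs, 1706 WT and 965 Het. There were 379 eOBs (249 WT, 130 Het), 1217 dOBs (800 WT, 417 Het) and 1075 mOBs (657 WT, 418 Het). The number of mOBs per library ran from 42 (Het S8) to 299 (WT S5), and the mOB sums from 664702 UMIs (Het S8) to 4805858 UMIs (WT S6). Haematopoietic-like cells, which should make no type I collagen and served as a comparison, numbered 2568 (1655 WT, 913 Het). Their rule kept 177 of 2211 cells with haematopoietic markers in WT S2, where 94.5% of all cells had erythroid markers. It kept 625 of 731 in Het S4. The cell types among them were not separated, so their mix can differ between libraries.

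The cell suspensions differed in composition. Markers of haematopoietic cells (at least 3 detected) were found in 56.5% of the cells of WT S1 and 46.5% of WT S2, against 7.40% and 9.75% in Het S3 and S4 of the same kit version and 3.21% to 7.88% in the libraries of kit version 3.1. Cells with Col2a1, a cartilage collagen gene, above 1% of their UMIs made up 2.14% and 3.17% of WT S1 and S2, 22.4% and 15.1% of Het S3 and S4, 55.3% and 38.1% of WT S5 and S6, and 48.0% and 60.6% of Het S7 and S8. Free Col2a1 RNA was common: between 10.8% (S2, median depth 3949 UMIs) and 98.8% (S7, median depth 17868 UMIs) of cells with haematopoietic markers had a Col2a1 UMI.

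**Figure D1:**
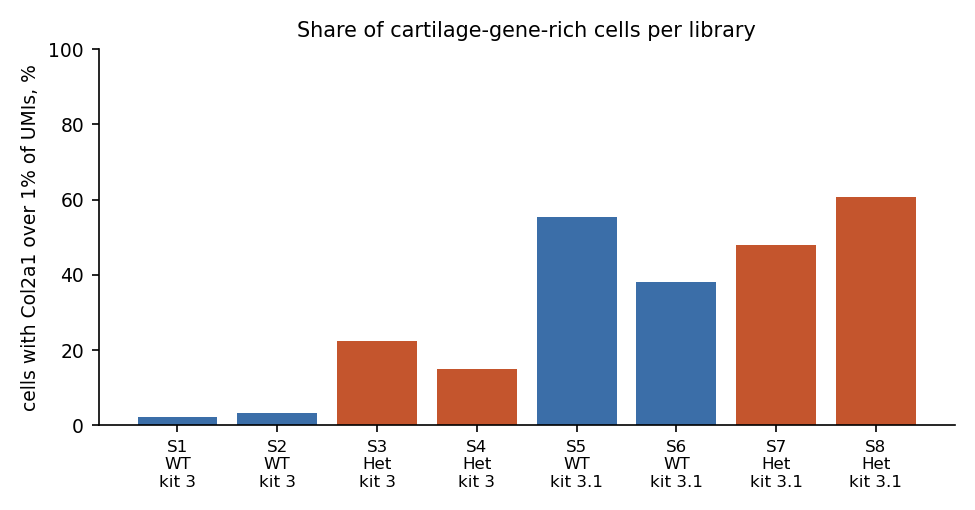
Percent of cells after quality control with Col2a1 above 1% of their UMIs, 1 bar per library, coloured by genotype (blue WT, orange Het). The 2 WT libraries of kit version 3 lie at 2.14% and 3.17%, and the 4 libraries of kit version 3.1 between 38.1% and 60.6%.

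The subpopulations were first compared for differentiation markers that had not been used to select them. Cxcl12 fell from 0.0410% ± 0.0580 of UMIs (SD, n = 8 libraries) in eOBs to 0.00193% ± 0.00161 in mOBs, a log2 difference of -3.06 ± 1.31, and was lower in mOBs in 8 of 8 libraries (exact sign-flip test, two-sided p = 0.00781, adjusted over 4 genes 0.0104). Sox9 differed by -1.99 ± 0.69 and was lower in 8 of 8 libraries, with the same exact p. Ifitm5 rose from 0.00288% ± 0.00355 to 0.0670% ± 0.0413, a log2 difference of 4.27 ± 0.92, and was higher in 8 of 8 libraries. Dmp1 rose by 2.56 ± 2.13 and was higher in 7 of 8 libraries (exact p = 0.0156, adjusted 0.0156). The larger pseudocount moved these differences most, to -1.51 for Cxcl12.

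Whether the mutation changed the number of OBs or their maturation was asked of the shares. OBs made up 6.43% ± 3.32 (SD, n = 4) of WT cells and 4.68% ± 1.08 of Het cells, a difference smaller than the spread between WT libraries (exact permutation test, two-sided p = 0.40). Single libraries ran from 2.80% (WT S2, interval 2.35% to 3.31%) to 10.6% (WT S6, interval 9.75% to 11.5%). Het was above WT by 0.637 percentage points within kit version 3 and below it within kit version 3.1, by -4.13 points. The share was taken over all cells. Cells with haematopoietic markers made up 56.5% and 46.5% of WT S1 and S2 but 7.40% and 9.75% of Het S3 and S4. They lower the OB share of S1 and S2, so the direction within kit version 3 cannot be read as a change in OBs. Leaving out OBs with markers of another class moved the difference most, from -1.74 to 0.0289 points, but it removed most OBs and left shares of 1.56% in WT and 1.59% in Het, with 7 of 133 OBs kept in S2.

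The mOB share of OBs was 41.3% ± 11.9 in WT and 41.7% ± 15.3 in Het libraries (n = 4 each, exact permutation p = 1). It ran from 30.0% (S1, interval 24.3% to 36.2%) to 57.9% (S2) in WT and from 26.4% (S8, interval 19.7% to 34.0%) to 60.6% (S4) in Het. The difference was 9.83 points within kit version 3 and -9.08 points within kit version 3.1, so no common direction was seen with this selection. With looser selection Het lay below WT in both (-2.98 and -2.89 points, exact permutation p = 0.543 over all libraries). The pooled difference of 0.374 points changed sign when any of S1, S3, S4 or S5 was left out (for example -5.92 points without S4) and under 4 other alternatives. The eOB share was 18.0% ± 10.7 in WT and 13.9% ± 4.89 in Het libraries (n = 4 each, exact permutation p = 0.60), with differences of -15.1 points in kit version 3 and 6.83 points in kit version 3.1. Without S1, the WT library with 33.3% eOBs, the difference was 0.954 points.

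**Figure D2:**
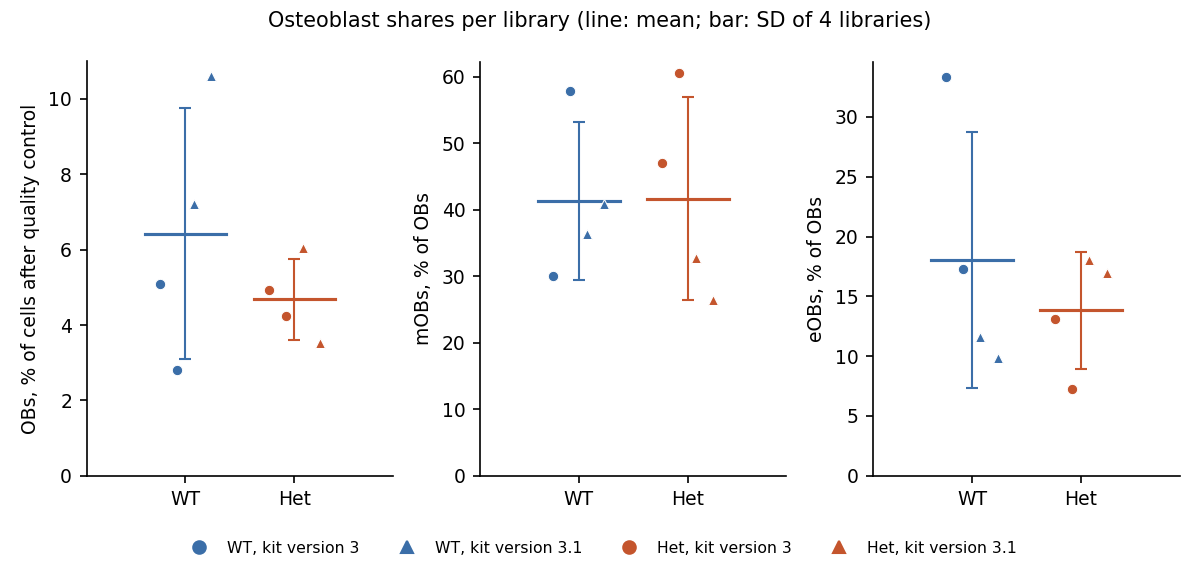
OBs as percent of cells after quality control, and mOBs and eOBs as percent of OBs, 1 point per library (circles kit version 3, triangles kit version 3.1), with the mean and SD of 4 libraries. The WT and Het libraries overlap in all 3 shares, and mOB shares of Het lie at 47.0% and 60.6% in kit version 3 but at 32.7% and 26.4% in kit version 3.1.

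In mOBs, edgeR called 49 of 9623 tested genes changed (34 higher and 15 lower in Het), and 1088 genes had an unadjusted p under 0.05, where 481 would be expected from tests without any change. All 49 changed in the same direction in both kit versions. Of these, 43 changed more in kit version 3, and the median size of the change was 1.64 (log2) in kit version 3 and 0.99 in kit version 3.1. Kit version was the largest difference among the mOB sums: it was separated by the first principal component, which held 71.8% of the variance, and without it in the model no gene was called and 259 had an unadjusted p under 0.05. The test over cells, which has no kit term, moved the count most, to 1108 genes (353 higher, 755 lower), of which 32 were among the 49. DESeq2 called 130 genes, including all 49. The count was 11 without S2 and 166 without S7.

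The 5 largest rises were in genes of amino acid transport and synthesis, a stress transcription factor and a contractile gene. Slc7a5 (ENSMUSG00000040010, GRCm38 chromosome 8, 121881150 to 121907694) rose from 7.05 ± 0.907 CPM (SD, n = 4) to 54.5 ± 36.5 CPM, a log2 fold change of 2.52 (SE 0.27, edgeR adjusted p = 0.00136). Asns (ENSMUSG00000029752, chromosome 6, 7675169 to 7693254) rose from 32.0 ± 12.1 to 188 ± 122 CPM (log2 fold change 2.33, SE 0.24, adjusted p = 0.00136). Atf5 (ENSMUSG00000038539, chromosome 7, 44812256 to 44816658) rose from 36.3 ± 16.0 to 164 ± 100 CPM (log2 fold change 2.01, SE 0.21, adjusted p = 0.00136). Tagln (ENSMUSG00000032085, chromosome 9, 45929619 to 45936058) rose from 40.2 ± 34.5 to 138 ± 112 CPM (log2 fold change 1.76, SE 0.30, adjusted p = 0.0233). Slc1a5 (ENSMUSG00000001918, chromosome 7, 16781340 to 16798274) rose from 9.42 ± 2.72 to 35.9 ± 20.1 CPM (log2 fold change 1.69, SE 0.29, adjusted p = 0.0257). Slc7a5, Asns and Atf5 stayed under an adjusted p of 0.05 whichever library was left out. Tagln did not without S1, S2, S5 or S6 (highest adjusted p 0.108, without S2), and when OBs with markers of another class were left out its log2 fold change was 0.42 (SE 0.43, adjusted p = 0.837). Slc1a5 did not stay under 0.05 without S1, S2, S3, S4 or S6 (highest 0.133, without S2).

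The 5 largest falls were in Cd59a, Bglap, Limch1, Klhl33 and Cdh15. Cd59a (ENSMUSG00000032679, chromosome 2, 104095801 to 104115354) fell from 55.0 ± 46.7 to 9.24 ± 3.90 CPM (log2 fold change -2.50, SE 0.26, edgeR adjusted p = 0.00136). Its WT level was 95.3 and 95.4 CPM in kit version 3 but 15.8 and 13.4 CPM in kit version 3.1. Bglap (ENSMUSG00000074483, chromosome 3, 88383501 to 88384464), the osteocalcin gene, fell from 11827 ± 8059 to 2443 ± 1379 CPM (log2 fold change -2.09, SE 0.40, adjusted p = 0.0437). The near-identical neighbouring copies Bglap2 and Bglap3 can share its reads, so this value is uncertain. Bglap UMIs were lower in Het haematopoietic-like cells too (log2 fold change -1.38, edgeR list-adjusted p = 0.0627). Limch1 (ENSMUSG00000037736, chromosome 5, 66745827 to 67057158) changed by -2.08 (SE 0.38, adjusted p = 0.0356), Klhl33 (ENSMUSG00000090799, chromosome 14, 50888582 to 50897507) by -1.98 (SE 0.22, adjusted p = 0.00136) and Cdh15 (ENSMUSG00000031962, chromosome 8, 122847966 to 122867397) by -1.37 (SE 0.19, adjusted p = 0.00699). Cd59a and Klhl33 stayed under an adjusted p of 0.05 whichever library was left out. Bglap and Limch1 did not without S1, S2, S3, S4 or S6 (highest 0.202 and 0.208, both without S4), and Cdh15 did not without S2 or S4 (highest 0.0738, without S4).

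**Figure D3:**
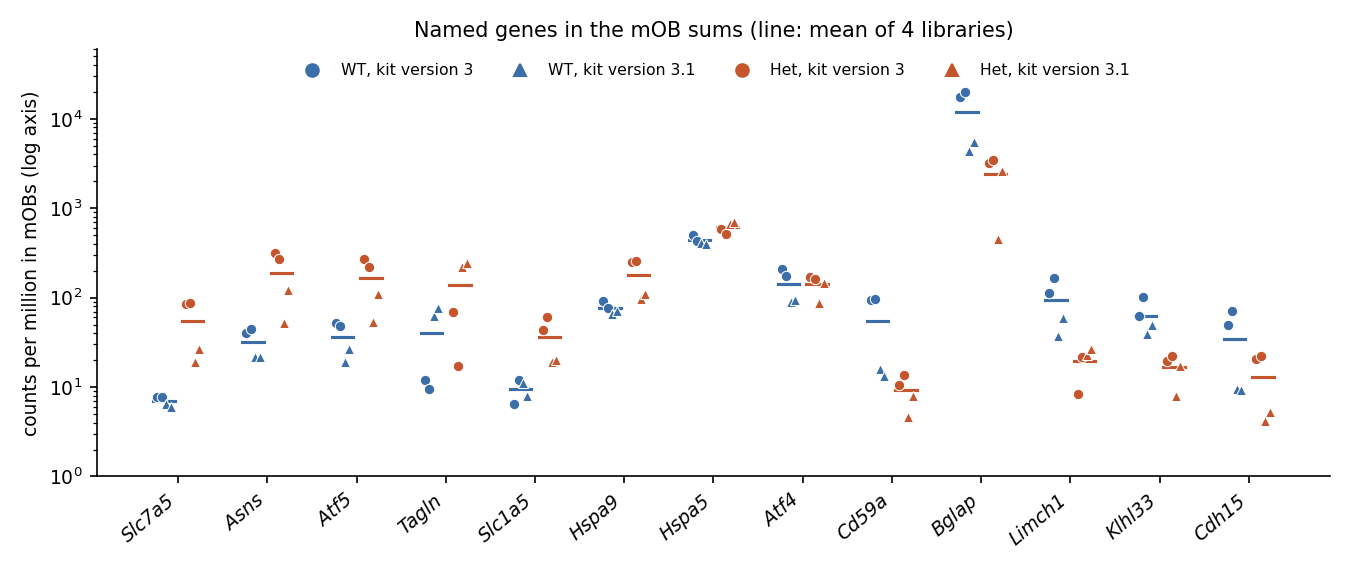
TMM-scaled CPM in the mOB sums (log axis) of the 5 genes with the largest rise, Hspa9, Hspa5 and Atf4, and the 5 genes with the largest fall, 1 point per library (circles kit version 3, triangles kit version 3.1) with the mean of 4 libraries. Asns lies at 51.9 to 313 CPM in Het and at 21.4 to 44.2 CPM in WT libraries, whereas Atf4 overlaps between the genotypes.

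The study set 2 chaperones against each other, mitochondrial Hspa9 (mt-HSP70) and its endoplasmic reticulum (ER) paralogue Hspa5 (BIP), and 2 transcription factors of the integrated stress response (ISR), Atf5 and Atf4. In mOBs Hspa9 (ENSMUSG00000024359, chromosome 18, 34937414 to 34954357) rose from 0.00745% ± 0.000719 of UMIs in WT to 0.0174% ± 0.00590 in Het libraries (n = 4 each). Its log2 fold change was 1.08 (SE 0.18, edgeR adjusted p = 0.0199), with 1.58 in kit version 3 and 0.59 in kit version 3.1. It was no longer under an adjusted p of 0.05 without S1, S2, S3 or S4, where the log2 fold change was between 0.94 and 1.03 (highest adjusted p 0.111, without S1). Hspa5 (ENSMUSG00000026864, chromosome 2, 34771970 to 34777547) rose by 0.48 (SE 0.13), with an unadjusted p of 0.00335 and an edgeR adjusted p of 0.159, and DESeq2 gave an adjusted p of 0.0461 (0.0148 without the low-count filter was the lowest over the alternatives). Hspa5 rose by 0.21 in kit version 3 and by 0.75 in kit version 3.1, so the larger rise of Hspa9 was seen in kit version 3 only. Atf5 rose from 0.00339% ± 0.000987 to 0.0157% ± 0.00771 of UMIs, with log2 fold changes of 2.29 in kit version 3 and 1.69 in kit version 3.1. Atf4 (ENSMUSG00000042406, chromosome 15, 80255184 to 80257541) did not differ (log2 fold change 0.03, SE 0.16, edgeR adjusted p = 0.982), with -0.23 in kit version 3 and 0.28 in kit version 3.1.

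The same 4 genes were followed against the Col1a1 content of the OBs, a measure of procollagen synthesis. Hspa9 was lower in WT mOBs than in the other OBs (log2 ratio -0.46 ± 0.12, n = 4) and higher in Het mOBs in 3 of 4 libraries (0.30 ± 0.44). The difference of 0.76 had the smallest p that 4 and 4 libraries allow (exact permutation p = 0.0286, adjusted over 4 genes 0.0571), and all 4 Het libraries lay above the highest WT library. For Atf5 the log2 ratio was -0.11 ± 0.29 in WT and 1.74 ± 0.67 in Het libraries, a difference of 1.85 (exact permutation p = 0.0286, adjusted 0.0571), again with all 4 Het libraries above the highest WT library. Neither passed an adjusted p of 0.05, and neither could while Hspa5 and Atf4 stayed above that smallest exact p. Within kit versions 3 and 3.1 the differences were 1.13 and 0.39 for Hspa9, 2.08 and 1.62 for Atf5, 0.23 and 0.38 for Hspa5, and -0.28 and 0.31 for Atf4. In kit version 3.1 Hspa9 and Hspa5 thus differed alike, and the mean for Atf4 joins opposite signs. The log2 ratio of Hspa5 was negative in all 8 libraries and differed by 0.30 (exact permutation p = 0.429, n = 4 each), and that of Atf4 differed by 0.02 (exact permutation p = 0.943, n = 4 each). Dividing by the UMIs other than collagen genes moved the difference of Atf4 to -0.06.

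**Figure D4:**
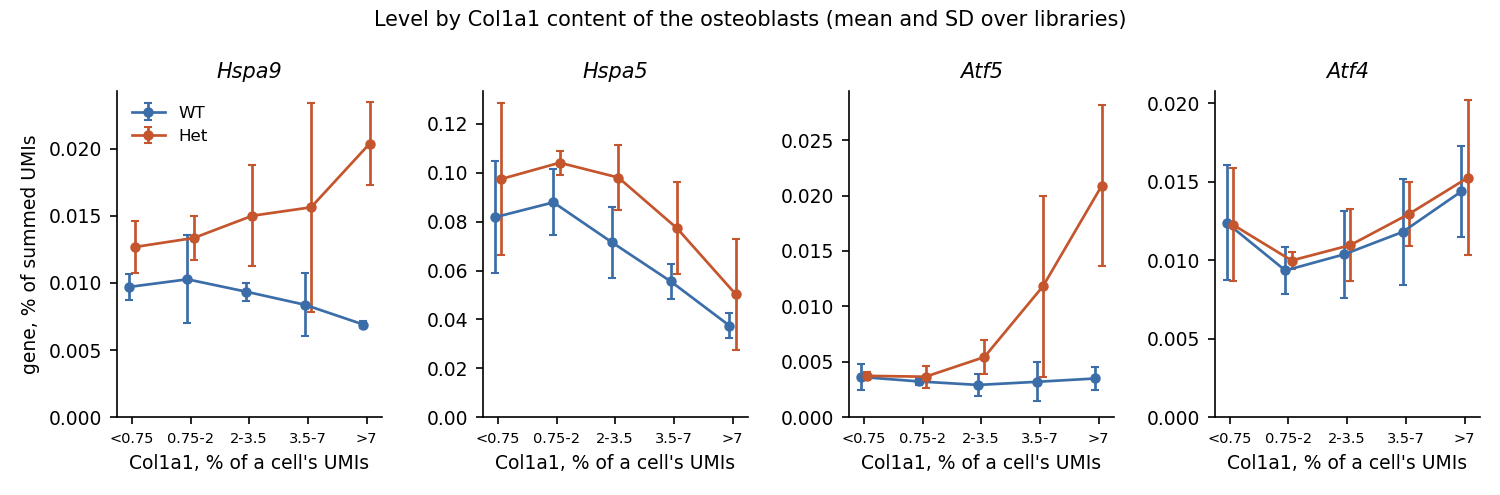
Percent of summed UMIs of Hspa9, Hspa5, Atf5 and Atf4 in OBs grouped by the Col1a1 percent of the cell's UMIs, as mean and SD over the WT (blue) and Het (orange) libraries with at least 10 cells in the group. Atf5 rises with Col1a1 in Het alone, Hspa9 parts between the genotypes as Col1a1 rises, and Hspa5 falls in both.

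Of the 27 genes taken from the study, 26 were tested in mOBs. Trib3 was too low to be tested, with 0, 1, 2 and 3 UMIs in the mOB sums of WT S1, S2, S5 and S6 and 34, 47, 9 and 12 UMIs in those of Het S3, S4, S7 and S8, and its percent of UMIs was higher in each Het library than in any WT library. Over all genes tested 6 were called: Atf5, Asns, Eif4ebp1, Eif3c, Hspa9 and Bglap. Adjusted over the list alone 14 were called, 12 higher and 2 lower. This second count is not independent evidence, since the study chose part of the list on these libraries. Eif4ebp1 (chromosome 8, 27260329 to 27276674) rose by a log2 of 1.43 (SE 0.20, edgeR adjusted p = 0.00676, but 0.0624 without S2) and Eif3c (chromosome 7, 126546455 to 126566411) by 0.88 (SE 0.13, adjusted p = 0.0117, but 0.0868 without S2 and also above 0.05 without S1 or S4). The others called over the list alone were Gpt2 (1.72), Shmt2 (1.06), Cyb5r1 (1.60), Avil (1.74), Rcc2 (0.79), Hspa5 (0.48) and Hsp90b1 (0.32), which rose, and Lrp5 (-0.96), which fell. Avil rose in kit version 3 (4.25) and not in kit version 3.1 (-0.48). Nupr1 (0.47, list-adjusted p = 0.0609), Ddit3 (0.35, list-adjusted p = 0.181) and Creb3l1 (0.30, list-adjusted p = 0.145) were not called, nor were Xbp1, Atf6, Hspd1, Hspe1, Dnaja3, Clpp, Lonp1 and Trap1. In dOBs, eOBs and haematopoietic-like cells 0 genes of the list were called by edgeR, over all genes or over the list alone, with 12 of 24, 1 of 23 and 6 of 24 tested at an unadjusted p under 0.05. In dOBs the lowest list-adjusted p was 0.0827, shared by Hspa9 (0.39), Creb3l1 (0.49), Bglap (-0.91) and Asns (0.87) among others, so smaller changes there cannot be ruled out. The list count was least without kit version in the model, at 5.

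Fewer genes changed in less mature OBs. In dOBs edgeR called 1 of 9857 genes, Klhl33 (log2 fold change -2.43, SE 0.30, adjusted p = 0.0310), and 740 had an unadjusted p under 0.05. That call was lost without S1, S2, S6, S7 or S8, and 2 genes were called without S3. In eOBs edgeR called 0 of 8118 genes, with 309 at an unadjusted p under 0.05, and DESeq2 called 3. Klhl33 had the lowest p there too (log2 fold change -3.21, SE 0.45, adjusted p = 0.103). The eOB sums were smaller, 204130 to 1296848 UMIs, so smaller changes could be missed. In haematopoietic-like cells edgeR called 19 of 9922 genes, 4 higher and 15 lower in Het, and 1573 had an unadjusted p under 0.05. Among them were the haemoglobin gene Hbb-bt (-3.15, SE 0.44, adjusted p = 0.0375), Mzb1 (-2.36, SE 0.37) and Fpr1 (-2.06, SE 0.32), singled out after their values were seen. The count in these cells was 0 without S5 or S6 and 215 without S7. More genes had an unadjusted p under 0.05 here than in mOBs (1088 of 9623), so these cells were not free of differences between the genotypes.

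Whether the effect itself differed between mOBs and dOBs was tested directly. By edgeR 0 of 10580 genes differed over all genes, with 490 at an unadjusted p under 0.05, and DESeq2 gave 3. Adjusted over the study's list alone 8 of 26 genes differed, 7 with a higher change in mOBs: Atf5 (difference of log2 fold changes 1.75, SE 0.36, list-adjusted p = 0.00651), Gpt2 (1.74), Asns (1.41), Eif4ebp1 (1.01), Rcc2 (0.74), Hspa9 (0.70, list-adjusted p = 0.0415) and Eif3c (0.53). For Lrp5 the difference was -0.90, since it fell in mOBs (-0.96) and showed no fall in dOBs (0.10, SE 0.15, unadjusted p = 0.537). With eOBs in place of dOBs 0 genes differed over all genes (351 at an unadjusted p under 0.05) and 8 of 25 over the list alone. Without S7 the count over all genes was 8.

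The gene sets were asked whether groups of stress genes moved together in mOBs. The ISR set had a median log2 fold change of 0.91, with 26 of 31 tested genes higher in Het and 12 called (camera adjusted p = 2.91e-45, fry adjusted p = 0.00852). The ISR set shares genes with the study's list, Atf5 and Asns among them, so it is not independent of that list. The set of the ER unfolded protein response (ER-UPR) had a median of 0.32, with 16 of 19 genes higher (camera adjusted p = 7.80e-07, fry adjusted p = 0.0196). That of the mitochondrial unfolded protein response (mt-UPR) had a median of 0.19, with 8 of 11 higher (camera adjusted p = 0.00550, fry adjusted p = 0.00827). Hspa9 is itself in the mt-UPR set and was its 1 called gene, so the set is not evidence apart from Hspa9. A set of genes induced by cell dissociation was lower, with a median of -0.33 (camera adjusted p = 0.00550, fry adjusted p = 0.362), and the NFkB set did not move (0.01, camera adjusted p = 0.766). With the correlation estimated from the data camera kept the ISR set (adjusted p = 0.0244) and lost the others (0.107 for ER-UPR, 0.0763 for mt-UPR and 0.363 for dissociation). The median of the ISR set was 0.32 in dOBs (camera adjusted p = 4.28e-11, fry adjusted p = 0.0805), -0.10 in eOBs (0.850, fry 0.946) and -0.10 in haematopoietic-like cells (0.802, fry 0.645). The eOB median was negative while the direction camera gave was upward.

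**Figure D5:**
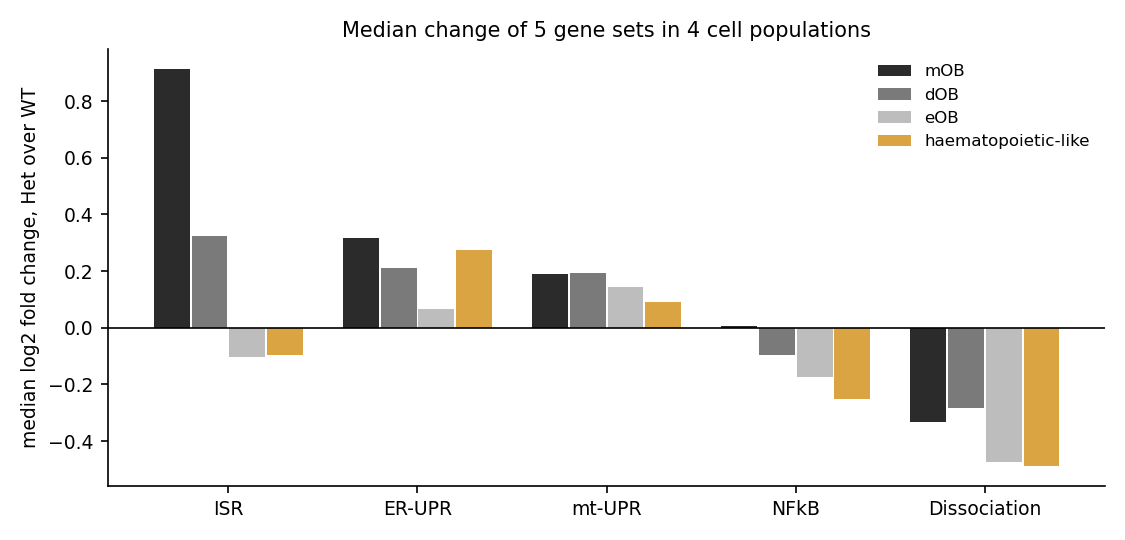
Median log2 fold change (Het over WT) of 5 gene sets in mOBs, dOBs, eOBs and haematopoietic-like cells. The ISR set has its highest median in mOBs (0.91), falls to 0.32 in dOBs and lies at -0.10 in eOBs and haematopoietic-like cells, whereas the dissociation set is below 0 in all 4.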

Values the study reported

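For the P5 parietal bones the study gave 954 OBs from 4 Het samples and 1521 OBs from 4 WT samples. It took changes of more than 20% in average expression with a corrected p below 0.05 as significant.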

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

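The tests of unequal depth and of the sex of the pups were planned; the tests of RNA from other cells, of the Col1a1 level of the mOBs and of the cell types in the suspensions were chosen only after the results were seen.

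WT library S5 stood apart from the other WT libraries in its number of barcodes (20175, others 6262 to 6977) and of cells after quality control (11368, others 4756 to 4800). Of 50 groups of 4 libraries examined in this way 2 had a sample this far from the rest, where chance alone would give 2.5. Much of the excess was shallow: 6869 barcodes of S5 had under 500 genes, the median over all its barcodes was 907 UMIs, and 56.3% of its barcodes passed quality control. The number of cells loaded was not analysed here, so its source stays open, and no biological explanation was tested. Drawing every mOB sum down to one depth left 43 changed genes, 32 of them among the 49, and all 42 of the 49 that could still be tested kept their direction, which argues against unequal depth as the source of the changes in mOBs. Without S5 the number of changed genes in mOBs was 56.

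In mOBs the Het effect of 10 genes differed between kit versions by edgeR's test of the genotype by kit term (Cp, Prss35, Fap, Serpine2, Spon1, Nfib, Pdgfd, Ezr, Fras1 and Adamts18), and 1053 genes had an unadjusted p under 0.05. None of the 10 was among the 49 genes called with both kits together. Cp had a log2 fold change of -2.26 in kit version 3 and -0.16 in kit version 3.1 (adjusted p of the difference 0.00181), and Ezr 2.98 and 0.01 (adjusted p 0.0403). The libraries of kit version 3 alone gave 456 changed genes and those of kit version 3.1 alone gave 2. Kit, counting software, animals and the composition of the suspensions changed together between the 2 experiments and cannot be told apart here. The suspensions differed more between genotypes in kit version 3, where cells with over 1% Col2a1 made up at most 3.17% of the WT libraries and at least 15.1% of the Het libraries. Free Col2a1 RNA at the level seen in cells with haematopoietic markers does not account for them. Those cells held at most 0.155 times the Col2a1 percent of the other cells in any library. Droplets that hold mainly free RNA could hold a higher percent and were not examined, so they stay open. In S5 the other cells were shallower (median 3245 UMIs) than those with haematopoietic markers (7389.5 UMIs). The Col1a1 content of the mOBs differed as well: the median was 11.6% and 10.2% in WT S1 and S2 but 6.0% and 7.71% in Het S3 and S4. Among mOBs of 3.5% to 7% Col1a1 the ISR set still rose, with a median of 0.82 (26 of 29 genes higher), which argues against the Col1a1 content as the whole source of that rise. The sex of the pups also differed. In kit version 3 the libraries with Y-chromosome UMIs were 1 WT and 1 Het (S1 with 45 and S3 with 90), while in kit version 3.1 the Het libraries had 1 and 2 such UMIs and the WT libraries 78 and 601. Over all libraries Xist did not differ (553.6 ± 197.6 CPM in WT, 583.1 ± 181.4 in Het, n = 4, exact permutation p = 0.857), nor did Y-chromosome genes (exact permutation p = 0.543). Sex is argued against as the source of the 49 changes, since 43 of them were larger in kit version 3, where sex was balanced; for the size of the effects within kit version 3.1 it stays open. A difference in the severity of the response between the animals of the experiments is also open and untested.

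Adjusted over the study's list alone, the Het effect of 8 of 26 genes differed between mOBs and dOBs, 7 of them with a higher change in mOBs (Atf5 by 1.75, Asns by 1.41, Hspa9 by 0.70). Over all genes none passed. All 35 splits of the libraries gave a count at least as large as that 0, as any split must, so the splits do not test it. The list was chosen by the study in part on these libraries, which favours a difference in mOBs. RNA from other cells in the droplets was weighed for the ISR genes called in mOBs. For 10 of these 12 genes the mOB level lay above that of the other cells in all 4 Het libraries, which argues against such RNA as their source. For Phgdh and Psph it did so in 3 of 4 libraries, and there it stays open. Of all 49 called genes, 31 had an mOB level above that of the other cells in all libraries compared. Slc1a5 was not among the 31: it lay above in 2 of 4 Het libraries, with a mean of 22.0 CPM in mOBs and 47.6 CPM in the other cells. Its log2 fold change in the other cells was -0.36, so no rise was seen there, but RNA from other cells stays open for it. The rising genes as a group had a median log2 fold change of -0.04 in the cells that were not OBs, against 1.14 in mOBs. A dependence of these genes on the amount of mutant procollagen made by the cell is consistent with the ISR median of 0.82 at a matched Col1a1 content and 0.32 in dOBs, but remains a hypothesis, since it was found and tested on the same libraries.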

How the results depend on the processing

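Limiting the mOBs to 3.5% to 7% Col1a1 was chosen after seeing the data; the other alternatives were planned. The differentiation markers and the rise of the ISR set kept their direction and their side of the threshold under each alternative tried. The dependences of Hspa9, Atf5 and Hspa5 on Col1a1 kept their direction. Their side of the threshold says nothing on stability: the adjusted p of Hspa9 and Atf5 was 0.0571 at its lowest, and with so few libraries the exact test left hardly any room to pass. The difference in dependence ran from 0.61 to 0.80 for Hspa9, from 1.71 to 1.90 for Atf5 and from 0.09 to 0.37 for Hspa5, and with a library left out from 0.62 to 0.93, from 1.60 to 2.14 and from 0.11 to 0.53. The ISR median ran from 0.90 to 0.98 over total UMIs, the replicate block and the estimated correlation, was 0.82 among mOBs of 3.5% to 7% Col1a1, and ran from 0.77 to 1.14 with a library left out. For each result that changed, the cause was not tested unless given.

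None of the shares passed an exact p of 0.05 under any alternative. The OB share reversed when OBs with markers of another class were left out (0.0289 points), and so did the eOB share (0.890 points). This rule is a poor test of doublets, since free RNA can meet it: 94.7% of the OBs of S2 had erythroid markers and 70.5% to 85.4% of those of kit version 3.1 chondrocyte markers, against 2.88% to 26.8% in kit version 3. The mOB share reversed with looser selection (-2.93 points, -2.98 in kit version 3 and -2.89 in kit version 3.1), cells thinned to 2000 UMIs (-1.89 points; 6622 WT and 2081 Het cells were too shallow and left out), under 5% mitochondrial UMIs (-1.01 points) and with mOBs over 5% (-2.65 points). With a library left out the difference ran from -5.92 to 5.90 points for the mOB share and from -6.88 to 0.954 points for the eOB share.

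The dependence of Atf4 on Col1a1 reversed over the UMIs other than collagen genes (-0.0615) and with mOBs over 5% against OBs under 5% (-0.0164), and ran from -0.16 to 0.15 with a library left out. The fold change of Atf4 in mOBs reversed with housekeeping genes (-0.15), without kit version (-0.00531), with looser selection (-0.0210) and without OBs with other-class markers (-0.0915), and ran from -0.16 to 0.15 with a library left out. It was not called under any alternative. Hspa5 was called with DESeq2 (0.48) and without the low-count filter (0.50), and under no other alternative. Hspa9 was not called without kit version (1.23) or among mOBs of 3.5% to 7% Col1a1 (0.76), and ran from 0.94 to 1.26 with a library left out, where it was called in 4 of 8 fits. Atf5 was not called without kit version (2.20) or among mOBs of 3.5% to 7% Col1a1 (1.57, edgeR adjusted p = 0.0557; over its alternatives the adjusted p was lowest without the low-count filter, at 4.25e-38, and highest without kit version). When OBs with markers of another class were left out, Tagln (0.42), Cdh15 (-0.52), Klhl33 (-1.10) and Limch1 (-1.81) were no longer called. Tagln is itself one of those markers, so its fall there follows in part from the selection. Tagln was also not called without kit version (1.73), with mOBs over 5% (1.76) or among mOBs of 3.5% to 7% Col1a1 (1.36).

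The number of genes changed in mOBs (49) was 107 with housekeeping genes, 130 with DESeq2, 536 without the low-count filter, 0 without kit version, 108 without OBs with other-class markers, 82 with mOBs over 5%, 5 with mOBs of 3.5% to 7% Col1a1 and 1108 with the test over cells. With a library left out it ran from 11 (S2) to 166 (S7). The direction of all 49 genes was kept with total UMIs, housekeeping genes, DESeq2, no low-count filter and no kit version, and 48, 40, 49, 49 and 0 of them were called. Of the genes that the fit without the filter called, 85 were too low to be tested with it. Among mOBs of 3.5% to 7% Col1a1 all 46 of the 49 that could be tested kept their direction and 4 were called; that range held 17 and 21 mOBs of S1 and S2 and fewer cells in each library. Housekeeping genes moved the median log2 fold change of all genes by -0.18 and the split of calls to 40 higher and 67 lower, and total UMIs moved the median by 0.08. Relative to that shift the Atf4 change of -0.15 with housekeeping genes is close to 0. The count over the study's list alone (14) was 5 without kit version and 10 to 17 under the 11 other alternatives, and ran from 13 to 17 with a library left out.

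The number of genes changed in dOBs (1) was 0 with total UMIs, without kit version and without OBs with other-class markers, 4 with DESeq2, 269 without the low-count filter and 360 with the test over cells, and ran from 0 to 2 with a library left out. In eOBs (0) it was 2 with housekeeping genes, 3 with DESeq2, 141 without the low-count filter, 1 with looser selection, 16 without OBs with other-class markers and 19 with the test over cells, and ran from 0 to 1 with a library left out. In haematopoietic-like cells (19) it was 10 with total UMIs (5 higher, 5 lower), 56 with housekeeping genes (4 higher, 52 lower), 238 with DESeq2, 1038 without the low-count filter and 0 without kit version, and ran from 0 to 215 with a library left out. The number whose effect differed between mOBs and dOBs (0) was 91 without the low-count filter, 2 without OBs with other-class markers, 2 with mOBs over 5% and 3 with DESeq2, and ran from 0 to 8 with a library left out.

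Camera with an estimated correlation no longer passed the ER-UPR set (median 0.32), the mt-UPR set (0.19) or the dissociation set (-0.33). The NFkB median ran from -0.0641 to 0.112 and the dissociation median from -0.57 to -0.15 with a library left out; without S7 the latter had an adjusted camera p of 0.271.

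A replicate block for the 4 pairs of libraries with the same title number and kit version was fitted in place of kit version. The deviations of same-numbered libraries from their group means correlated at -0.05 in kit version 3 and -0.03 in kit version 3.1, so the numbers do not pair the libraries. With the replicate block 25 genes were called in mOBs (24 of them among the 49), 0 in dOBs and 5 in haematopoietic-like cells, Hspa9 had a log2 fold change of 1.09 (edgeR adjusted p = 0.0612), and the NFkB median was -0.0182. Exact sign-flip tests over 4 pairs cannot go below p = 0.125, so they say nothing on the shares and dependences.

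With other-class OBs left out, S2 and S8 had under 10 mOBs and did not enter that fit, and eOBs of S2, S7 and S8 and dOBs of S2 were left out likewise. The eOBs of S3 and S4 were too few under stricter selection, and those of S3 with eOBs under 0.5%. Depth limits the eOB sums most, and levels under the low-count filter were not tested.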

Other observations

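The tests of other splits of the mOB count, of genes near Col1a2, of sex and of depth, and the neighbours of Klhl33, were planned or written before their results; the other splits, Asns in haematopoietic-like cells, the contractile genes and the dissociation genes were tested only after the results were seen.

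The 8 libraries can be divided into 2 groups of 4 in 35 ways, of which 18 take 2 libraries of each kit version into each group. As many changed genes in mOBs as between WT and Het were found in 2 of the 35 splits, the real one and the split that follows the kit version (5491 genes, without a kit term). Among the other splits the largest count was 4, and within the 18 balanced splits only the real one reached 49. The same 2 of 35 splits gave as many genes in haematopoietic-like cells, and 2 of 35 as many study genes over the list alone. A median of the ISR set as far from 0 was given by 3 of 35 splits, 1 of the 18 balanced ones. The single gene of dOBs was matched by 7 of 35 splits and the count of 0 in eOBs by all 35, as any split must. With the test over cells 12 of the 35 splits gave at least 1108 genes, of the 18 balanced ones only the real one, and the other balanced splits gave a median of 117 genes (7 to 880).

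A variant carried along with the mutant allele was weighed for the genes changed in mOBs. Within 20 Mb of Col1a2 (GRCm38 chromosome 6, 4504814 to 4541544) lay 1 of the 49 changed genes (2.04%) and 0.386% of the other tested genes (Fisher's exact test, two-sided p = 0.177), which argues against such variants as the source of the group. The 1 gene was Asns, 3.13 Mb away. In haematopoietic-like cells Asns changed by -0.13 (SE 0.25), which argues against a variant that raises it in every cell type; a variant that acts in OBs alone remains open.

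Klhl33 had the lowest p in dOBs and eOBs and was lower in Het in mOBs (-1.98), dOBs (-2.43) and eOBs (-3.21), so it did not follow the Col1a1 content. Of 76 other tested genes within 5 Mb of it, 6 (7.89%) had an unadjusted p under 0.05 in mOBs, against 11.3% of other genes (Fisher's exact test, two-sided p = 0.466). The neighbours were thus not changed more often, which gives no support to a block of strain variants there, but with 6 of 76 genes this test cannot rule out a block that alters few of them. A single variant at Klhl33 itself would leave the neighbours unmoved and was not tested.

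Tagln, Acta2 and Tpm2, genes of contractile cells, rose together in mOBs (by 1.76, 1.54 and 0.58). Acta2 also rose by 1.08 in the cells that were not OBs, and Tagln by 0.90, so RNA from other cells remains a candidate source and cannot be told apart from a rise in mOBs. When OBs with markers of another class were left out the change of Tagln was 0.42 (SE 0.43, edgeR adjusted p = 0.837), but Tagln and Acta2 are among those markers and S2 and S8 had too few mOBs left, so this does not decide between them.

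The set of genes induced by cell dissociation was lower in Het in mOBs (-0.33), dOBs (-0.28), eOBs (-0.47) and haematopoietic-like cells (-0.49). A lower value in cells that make no type I collagen is consistent with a difference in cell isolation between the preparations, but a response of the whole tissue would look the same, and the tests disagreed: camera passed the set in all 4 (adjusted p 0.00550 in mOBs, 0.00359 in dOBs, 4.96e-07 in eOBs and 0.000133 in haematopoietic-like cells), and fry in none (0.114 in haematopoietic-like cells and 0.291 to 0.362 in the OBs). The ER-UPR set was higher in haematopoietic-like cells as well (0.27, fry adjusted p = 0.00891), so a higher value was not limited to mOBs (0.32). Its median was 0.21 in dOBs (fry adjusted p = 0.0805) and 0.07 in eOBs (fry adjusted p = 0.291). The haematopoietic-like sums can differ in their mix of cell types, so these values do not show that the response is the same.

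The study described a lower mOB fraction in Het, and a still lower one in homozygous animals, from embryonic long bones as well as P5 parietal bones. It also pointed to its earlier findings. Only the P5 libraries were examined here, so the rest of that evidence was not tested. With the selection used here Het lay above WT by 9.83 points in kit version 3 and below by -9.08 points in kit version 3.1, so a lower fraction was not seen. With looser selection Het was lower in both kit versions (-2.98 and -2.89 points), less than the spread between libraries (exact permutation p = 0.543), so a small decrease is not excluded.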
